A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Rewired cellular signaling coordinates sugar and hypoxic responses for anaerobic xylose fermentation in yeast" (2019).

How the data were processed

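Transcript abundance was measured by RNA-seq in *Saccharomyces cerevisiae* Y128, a strain engineered with xylose isomerase and xylulokinase genes and then evolved to ferment xylose without oxygen. The 8 libraries fall into 4 groups of 2: Y128 (WT), Y128 lacking *AZF1* (*azf1Δ*), Y128 carrying an empty MoBY 2.0 plasmid (MoBY control) and Y128 carrying the same plasmid with *AZF1* (*AZF1* MoBY). MoBY plasmids hold a yeast gene with its own flanking sequence and a G418 resistance marker, so the plasmid strains were grown with 200 mg/L G418 and the other strains without it. All cultures grew anaerobically on 2% xylose to the exponential phase, and RNA depleted of rRNA was made into strand-specific libraries. Groups were taken from the labels, with replicates A and B as lettered there. The labels name Y128, while the methods of the study name Y133, a Y128 derivative with the *KanMX* marker removed, and the labels were kept.

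Per the methods of the study, the authors trimmed single-end reads with Trimmomatic, aligned them with Bowtie 2 to the genome of the Y22-3 parent strain, counted reads per gene with HTSeq and scaled the counts by gene length and mapped reads to RPKM. The authors ran edgeR on the read counts, which were not used here. The deposited table gives log2 RPKM to 2 decimals for 6328 genes in each of the 8 libraries, and replicates were not pooled. The lowest values equal 1 read, so a gene given at 1 read may have had 0. Whether 1 read was added to every gene or 0 was replaced by 1 could not be told. The strand setting of the counting was not stated.

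Multiplying the RPKM of a low gene by its length gave whole multiples of a fixed step in each library, which is the size of 1 read. Of the low values tested, 86.3% to 90.5% fell within 0.15 of a whole multiple, against 30.0% by chance. The steps imply about 6170000 to 7120000 mapped reads per library, of which 50.0% to 53.5% fell on the 5647 genes with a length in the reference. The method recovered the depth of 4 simulated libraries of 5647 genes to within 0.319%. For *AZF1*, 2745 bp long, 3 reads in the *azf1Δ* libraries equal 0.153 and 0.177 RPKM, and genes at 3 reads or fewer in both libraries of a group were given as bounds. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

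The reference was the RefSeq annotation of the R64 assembly of strain S288C, which is not the genome the authors used. It served for gene lengths, GC content, overlaps and the order of neighboring genes, and no coordinates are given. Of 6129 systematic gene names in the table, 501 had no RefSeq entry, and are called open reading frames (ORFs) without a RefSeq entry here. A further 165 identifiers belong to the Y22-3 annotation.

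The design was written for either read counts or normalized values. As the table holds log2 RPKM, the route for normalized values was used: values were returned to RPKM and tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend). Fold changes are on that scale, which understates the change of low genes. Each pairwise comparison used the 4 libraries of its groups and the genes at 1 RPKM or more in at least 2 of them, with no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The difference between the *AZF1* MoBY and *azf1Δ* effects was tested in a model of all 8 libraries. Overlaps were tested with a two-sided Fisher exact test over the genes tested in both comparisons. With 2 libraries per group, leaving out a library leaves an arm of 1, so only values with no test are given for it.

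Gene lists were tested with limma's camera (preset inter-gene correlation 0.01, two-sided), with adjustment over 27 tests, and with fry and an estimated correlation beside it. The list of 21 hypoxic genes and the 127 progressively induced genes, 64 with an Azf1 motif and 63 without, are the study's, and the study chose the latter on other libraries. The motif entries per gene do not add up to the count in the study's text. The list without the motif is longer here, so some of its genes were counted there as carrying the motif, and the split is uncertain. Lists of respiration, stress defense, sterol and fatty acid, and hexose transporter genes were written from general knowledge, and ribosomal protein genes were taken by symbol. These lists, the tests and the rule for naming genes were fixed before the deposited data were examined. They were not blind to the results, because part of the study's own expression values for these libraries had been read by then. The difference between MoBY control and WT, with *HXT3* among the genes, and the rises of *CEX1* and *ANS1* in *AZF1* MoBY had been seen there, and the genes around *AZF1* were listed for that reason. A list of heat shock and protein folding genes was written after the results had been seen.

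The named genes are *AZF1*, the regulators *HAP4*, *MSN2*, *MSN4*, *MTH1* and *MGA2*, the 8 genes around *AZF1*, the resistance marker and the engineered xylose genes. To these were added, per comparison, up to 5 rises and 5 falls of the largest size among genes with an adjusted p under 0.05, no overlap between the groups and at least 2 RPKM in the higher group, and hypoxic genes past the threshold. Alternatives were median-ratio rescaling of the libraries, limma without the trend, no filter, at least 5 RPKM in every library, a threshold of 0.01, a minimum change of 1.5-fold, a replicate block, all 8 libraries in a single fit, a pseudocount of 0.1 and leaving out each library. Added after seeing the data were the deposited log2 values without a pseudocount, voom weights from implied reads, and leaving out the ORFs without a RefSeq entry. On 5497 simulated genes of which 200 changed 2-fold, the test recovered 58.0% of the changed genes with 4.13% of its calls wrong. The noise there was independent between genes and the changed genes were not low ones, so these shares need not hold for the data. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the remaining steps.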

Results

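RNA-seq of the evolved xylose-fermenting yeast strain Y128 was used to measure how loss or extra copies of *AZF1*, which encodes a sugar-responsive transcription factor, alter the anaerobic xylose transcriptome. Abundances of 6328 genes were given as log2 RPKM in 8 libraries, 2 each from WT, *azf1Δ*, MoBY control (empty plasmid) and *AZF1* MoBY cells. The implied depth was about 6200000 and 6940000 reads for WT replicates A and B, 7120000 and 6170000 for *azf1Δ*, 6870000 and 6620000 for MoBY control and 6170000 and 6200000 for *AZF1* MoBY. Replicates correlated across 6105 genes at 0.985 (MoBY control) to 0.991 (*azf1Δ*), and genes are not independent replicates. The median absolute difference between replicates was 0.11 on the log2 scale in *AZF1* MoBY and 0.20 in MoBY control. The first principal component held 78.5% of the variance and separated the plasmid strains from the strains without plasmid, with *AZF1* MoBY farther out than MoBY control. The second held 6.89% and separated WT from *azf1Δ*.

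**Figure D1:**
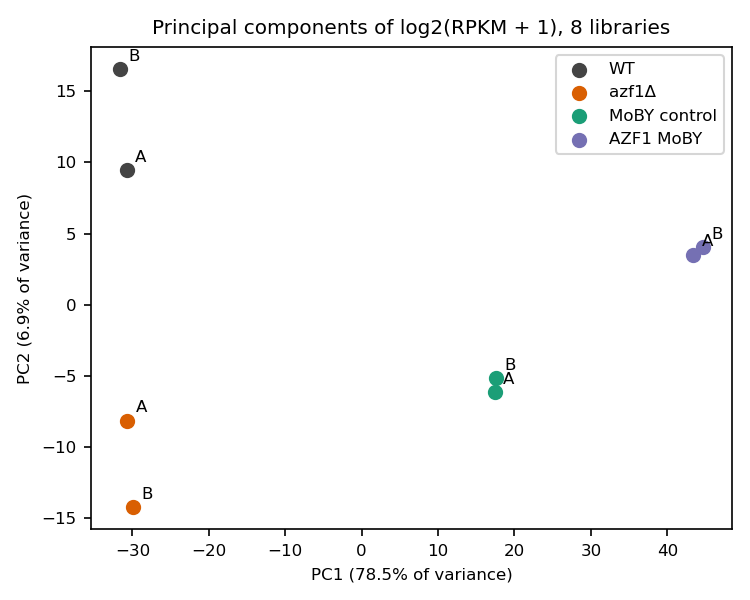
Principal components of log2(RPKM + 1) over 6105 genes, with each of the 8 libraries as a point colored by group and lettered by replicate. WT and *azf1Δ* libraries lie between -31.6 and -30.0 on the first component, MoBY control at 17.4 and 17.5, and *AZF1* MoBY at 43.4 and 44.7.

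The *AZF1* transcript (YOR113W) was examined first, as it checks the strain labels. It stood at 12.4 ± 1.09 RPKM (SD, n = 2) in WT, 0.0850 ± 0.0494 RPKM in *azf1Δ*, 13.8 ± 0.743 RPKM in MoBY control and 73.8 ± 0.362 RPKM in *AZF1* MoBY. The *azf1Δ* values equal about 0.979 and 2.03 reads for the gene, which may include a read added to or put in place of 0, so the level was at least 75-fold lower than in WT (limma, adjusted p = 0.0041). In *AZF1* MoBY the transcript was higher than in MoBY control by 2.34 ± 0.10 (SE) on the log2 scale (limma, adjusted p = 0.0022), and the value ranged from 2.29 to 2.39 when any single library was left out. MoBY control and WT differed by 0.14 ± 0.14 (SE), which was within the error (limma, adjusted p = 0.524), and the value was 0.23 without WT replicate A, 0.06 without WT replicate B and 0.09 without MoBY control replicate B (*AZF1* log2 fold change, MoBY control vs WT).

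The G418 resistance marker *kanR* stood at 0.276 ± 0.107 RPKM in WT, 9.98 ± 2.56 RPKM in *azf1Δ*, whose locus was replaced with a resistance cassette, 79.6 ± 15.5 RPKM in MoBY control and 38.4 ± 2.63 RPKM in *AZF1* MoBY (SD, n = 2). The low level in WT is what a parent without the marker would have. It was lower in *AZF1* MoBY than in MoBY control by a log2 change of -1.02 ± 0.15 (SE, limma, adjusted p = 0.0110). Of the engineered xylose genes, *PsXyl3* rose from 300.3 ± 2.94 RPKM in WT to 617.5 ± 18.2 RPKM in MoBY control and 1079 ± 26.4 RPKM in *AZF1* MoBY (limma, adjusted p = 0.0011 and 0.0041 for the successive steps). *CpXylA* was lower in *AZF1* MoBY than in MoBY control by a log2 change of -0.54 ± 0.13 (SE, limma, adjusted p = 0.0410). Both differed between *azf1Δ* and WT by less than the threshold required (limma, adjusted p = 0.274 and 0.489).

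Among the 8 genes next to *AZF1* on its chromosome, *CEX1* (YOR112W), the nearest upstream gene on the same strand, was the only member changed in *AZF1* MoBY. It rose from 11.9 ± 0.994 to 79.9 ± 2.35 RPKM (SD, n = 2), a log2 change of 2.65 ± 0.11 (SE, limma, adjusted p = 0.0022). The other 7 neighbors had log2 changes from -0.58 (*TFC7*) to -0.03 (*INP53*). Without *AZF1* MoBY replicate B the value for *YOR114W* was 0.08, against -0.28 with it. None of the 8 was called in *azf1Δ* or between MoBY control and WT.

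**Figure D2:**
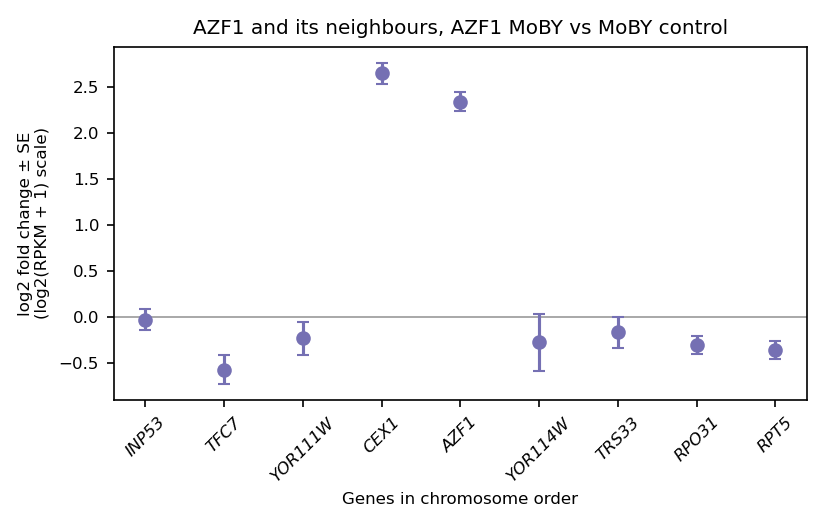
Log2 fold change (log2(RPKM + 1) scale) between *AZF1* MoBY and MoBY control for *AZF1* and the 8 genes around it in chromosome order; points are limma estimates and bars the SE. *AZF1* (2.34) and *CEX1* (2.65) stand apart from the other 7 genes.

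The effect of deleting *AZF1* was measured by comparing *azf1Δ* with WT, both without plasmid or G418. Of 5944 genes tested, 103 were changed, 56 higher and 47 lower in *azf1Δ*. The count was sensitive to the threshold and the variance model, as 4 genes passed an adjusted p of 0.01, and 5 were called by limma without the variance trend. After median-ratio rescaling of the libraries 61 genes were called, 25 higher and 36 lower, all of them among the 103. The rises with the largest size, besides *kanR*, were *HXT4* (log2 change 1.69 ± 0.11, SE), *PCK1* (1.32 ± 0.11), *OPT2* (1.20 ± 0.16) and *YPL229W* (0.97 ± 0.10), with limma adjusted p from 0.0054 to 0.0291. *HXT4* belongs to a family whose members share sequence, so its reads may be split among relatives.

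After *AZF1*, the falls of the largest size in *azf1Δ* were at *YPL142C* (-2.75 ± 0.26, SE), *YLR076C* (-2.72 ± 0.35), *YCR013C* (-2.44 ± 0.23) and *YKL153W* (-2.43 ± 0.30), with limma adjusted p from 0.0158 to 0.0284. All 4 are ORFs without a RefSeq entry. Such ORFs made up 31 of the 47 falls (66%) and 0 of the 56 rises, against 330 of the 5944 genes tested (5.55%, two-sided Fisher exact test for the falls, p = 2.03e-28). Over these 31 ORFs the median log2 change against WT was -2.01 in *azf1Δ* and -1.60 in MoBY control. The median log2 difference between MoBY control and *azf1Δ* was 0.30, with 12 of the 31 lower in MoBY control. The other 16 falls, *AZF1* among them, were at genes with a RefSeq entry. Whether reads were counted by strand was not stated.

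Extra copies of *AZF1* were examined by comparing *AZF1* MoBY with MoBY control, both grown with G418. Of 6029 genes tested, 988 were changed, 616 higher and 372 lower in *AZF1* MoBY. At least 1.5-fold changes made up 478 of the rises and 216 of the falls, and 323 genes passed an adjusted p of 0.01. Besides *AZF1* and *CEX1*, the rises of the largest size were *ANS1*, *YJR128W* and *YBR051W*. *ANS1* (YHR126C) stood at 0.609 ± 0.423 RPKM in MoBY control, at or under 3 reads, and at 32.3 ± 2.53 RPKM in *AZF1* MoBY, so it was at least 34.8-fold higher (limma, adjusted p = 0.0022). *YJR128W* rose by 2.2 ± 0.15 (SE) and *YBR051W* by 1.98 ± 0.26 on the log2 scale (limma, adjusted p = 0.0022 and 0.0079). The former overlaps a gene on the opposite strand and the latter has no RefSeq entry, so their reads are uncertain.

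The fall of the largest size in *AZF1* MoBY was at *ALD6* (-1.62 ± 0.08, SE, limma, adjusted p = 0.0022), from 186.8 ± 0.915 to 60.1 ± 1.77 RPKM (SD, n = 2). *BNA1* (-1.42 ± 0.24) and *NRM1* (-1.24 ± 0.22) followed, with limma adjusted p of 0.0157 and 0.0170. *YBL100W-C* and *YOR316C-A* were also called, at 3 reads or fewer in both *AZF1* MoBY libraries and at most 7.01 reads in MoBY control. With *AZF1* MoBY set at 3 reads they were 2.14-fold and 1.84-fold lower. These values leave out the counting error of the few reads in MoBY control, so the true change may be smaller.

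The backgrounds of these comparisons were set side by side by comparing MoBY control with WT, which differ in both plasmid and G418. Of 5991 genes tested, 1422 were changed, 788 higher and 634 lower in MoBY control. The rises of the largest size, besides *kanR*, were *SSA4* (log2 change 5.81 ± 0.12, SE), *BTN2* (5.58 ± 0.19), *HSP30* (5.13 ± 0.16) and *HXT3* (5.04 ± 0.11), with limma adjusted p from 1.07e-05 to 2.93e-05. *SSA4* rose from 5.26 ± 0.129 to 350.9 ± 41.2 RPKM (SD, n = 2). *SSA4* and *HXT3* have close relatives in the genome, so their reads are uncertain. The 5 falls of the largest size (*YAL037C-B*, *YDL228C*, *YLR339C*, *YMR307C-A* and *BUD19*, with log2 changes from -3.01 to -2.84) were all ORFs without a RefSeq entry.

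Changes in *AZF1* MoBY tended to follow those already present in MoBY control. Of 984 genes called in *AZF1* MoBY and tested in both comparisons, 613 were also called between MoBY control and WT, and 596 of these moved the same way in both. Across 6105 genes the log2 fold changes correlated at 0.49, although sharing the MoBY control libraries pulls this value down. In 100 simulations of an unchanged *AZF1* MoBY group the correlation lay between -0.16 and -0.10 with independent noise and between -0.49 and 0.28 with noise shared across genes as between replicates. With independent noise at most 2 genes were called in both, and with shared noise a median of 0 and at most 1455. The log2 fold changes had the same sign for 62.7% of genes, against 42.8% to 45.7% in the simulations with independent noise and 31.7% to 59.9% in those with shared noise.

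**Figure D3:**
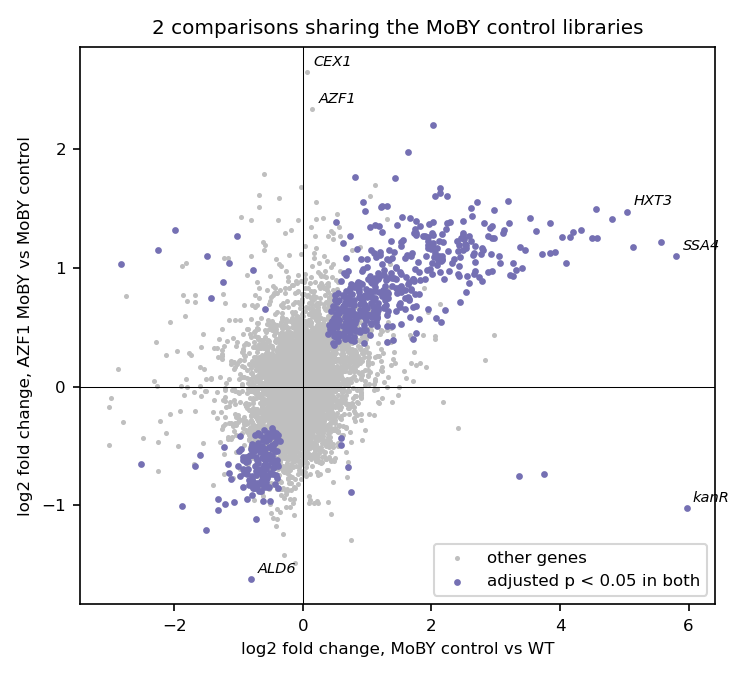
Log2 fold change of each gene between MoBY control and WT (horizontal) and between *AZF1* MoBY and MoBY control (vertical), both on the log2(RPKM + 1) scale; colored points had a limma adjusted p under 0.05 in both. Most of the 613 colored genes lie in the same-direction quadrants, while *AZF1* and *CEX1* rise on the vertical axis alone and *kanR* falls on it.

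To ask whether genes move in opposite ways on loss and gain of *AZF1*, its comparisons, which share no library, were set against each other. Among 5895 genes tested in both, 25 were called in both, against 17 by chance (odds ratio 1.63, two-sided Fisher exact test, p = 0.0435). Of these, 20 moved in opposite directions and 5 in the same direction. The 25 genes include *AZF1*, which was altered by design, *kanR*, which the deletion cassette and plasmids carry, and 6 ORFs without a RefSeq entry. *AZF1* and *kanR* are both among the 20 opposite genes. The overlap test was not repeated without them, so its p close to the threshold does not show an excess among other genes. Under the alternatives without the variance trend and without the filter 3 genes were called in both. The log2 fold changes of the 2 comparisons correlated at -0.06 across 6105 genes. Tested directly in all 8 libraries, the *AZF1* MoBY effect differed from the *azf1Δ* effect for 897 of 6105 genes, being more positive for 482 and more negative for 415.

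Transcription factors and regulators with a role in respiration (*HAP4*), stress defense (*MSN2* and *MSN4*), hexose transport (*MTH1*) and membrane lipids (*MGA2*) were examined next. *HAP4* was higher in *azf1Δ* than in WT, at 71.0 ± 0.696 against 50.1 ± 3.19 RPKM (SD, n = 2, limma, adjusted p = 0.0462). That call was lost after rescaling (adjusted p = 0.0631), with all 8 libraries in the fit (0.0871) and without the variance trend (0.147). *MTH1* was lower in *AZF1* MoBY than in MoBY control, at 35.8 ± 2.10 against 48.5 ± 0.951 RPKM (limma, adjusted p = 0.0413). After rescaling (adjusted p = 0.0541) and without the trend (0.0832) it was no longer called. *HAP4*, *MSN2* and *MSN4* were also lower in both *AZF1* MoBY libraries than in both MoBY control libraries, by log2 changes of -0.40, -0.35 and -0.36, but did not pass the threshold (limma, adjusted p from 0.0791 to 0.125). The *HAP4* value was -0.26 without MoBY control replicate A and -0.53 without MoBY control replicate B. With all 8 libraries in the fit all of them did (adjusted p = 0.0407, 0.0447 and 0.0259). *MSN2*, *MSN4* and *MTH1* were higher in both *azf1Δ* libraries than in both WT libraries, by 0.23, 0.35 and 0.37, again without passing it (limma, adjusted p from 0.0776 to 0.320).

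The difference between the effects of extra *AZF1* and of its loss was past the threshold for *HAP4* (-0.90 ± 0.17, SE), *MSN2* (-0.58 ± 0.15), *MSN4* (-0.71 ± 0.14) and *MTH1* (-0.80 ± 0.12), with limma adjusted p of 0.0105, 0.0350, 0.0110 and 0.0047. For *MSN2* it was not past the threshold after rescaling (adjusted p = 0.0558). For *MGA2* it was -0.18 ± 0.11 (SE, limma, adjusted p = 0.312). *MGA2* was lower in both *AZF1* MoBY libraries than in both MoBY control libraries, by a log2 change of -0.22 (limma, adjusted p = 0.144). In *azf1Δ* its log2 change was -0.04 (limma, adjusted p = 0.807), and neither passed the threshold. *HAP4* was also lower in MoBY control than in WT, by a log2 change of -0.77 ± 0.14 (SE, limma, adjusted p = 0.0098).

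**Figure D4:**
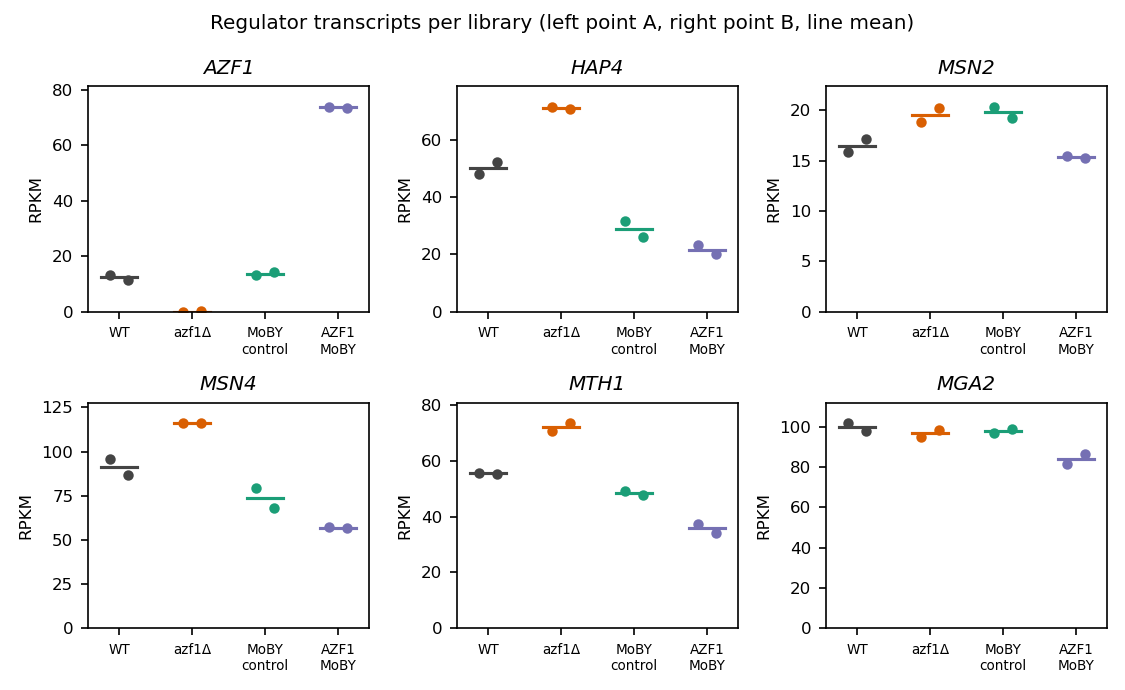
RPKM of *AZF1*, *HAP4*, *MSN2*, *MSN4*, *MTH1* and *MGA2* in each of the 8 libraries; the left and right points of a group are replicates A and B and the line is their mean. *HAP4*, *MSN4* and *MTH1* are highest in *azf1Δ* and lowest in *AZF1* MoBY.

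Gene lists were then tested as sets, in 27 tests over 9 lists and 3 comparisons. Camera with the preset correlation called 10 of them. All 10 held under fry, and 0 held when the correlation was estimated from the 4 libraries. Respiration genes were higher in *azf1Δ* than in WT (median log2 change 0.42, camera, adjusted p = 4.95e-20), with 36 of 36 members higher, 12 called over all genes and 30 when adjusted over the list alone. They were lower in MoBY control than in WT (-0.81, camera, adjusted p = 3.05e-12, 27 called over all genes, 29 when adjusted over the list alone). Between *AZF1* MoBY and MoBY control their median was -0.12 (camera, adjusted p = 0.0703), with 0 members called over all genes or when adjusted over the list alone and 11 at an unadjusted p under 0.05. Single libraries decided that value, as the median was 0.03 without *AZF1* MoBY replicate B, -0.37 without *AZF1* MoBY replicate A and -0.20 without MoBY control replicate B.

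Ribosomal protein genes, many of which are near-identical pairs, were lower in *AZF1* MoBY than in MoBY control (median log2 change -0.70, camera, adjusted p = 9.79e-36) and lower in MoBY control than in WT (-0.57, camera, adjusted p = 8.67e-20). Over all genes 82 and 68 members were called, all of them lower, and 108 and 90 when adjusted over the list alone. In *azf1Δ* 59 members were higher and 58 lower than in WT (camera, adjusted p = 0.0886), and 0 were called over all genes or over the list alone, with 31 at an unadjusted p under 0.05. After rescaling, which moved the median gene by -0.03, the median was -0.04 and the list was called (camera, adjusted p = 0.0343). Leaving out a library gave medians from -0.05 (without *azf1Δ* replicate A) to 0.03 (without *azf1Δ* replicate B).

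The 21 hypoxic genes were higher in MoBY control than in WT (median log2 change 0.58, camera, adjusted p = 0.0060), where 13 were called over all genes, 11 higher and 2 lower, and 17 when adjusted over the list alone. The called members ranged from *DAN4* (2.42 ± 0.14, SE) to *TIR2* (-0.94 ± 0.11), and *PAU*, *DAN* and *TIR* genes share sequence, so their reads are uncertain. The list was not called in *azf1Δ* (0.08, camera, adjusted p = 0.255) or in *AZF1* MoBY (0.05, camera, adjusted p = 0.915). The former median was 0.02 without WT replicate B, and the latter 0.09 without MoBY control replicate A, 0.00 without MoBY control replicate B and 0.02 without *AZF1* MoBY replicate B. In *azf1Δ* *DAN4* alone was called (0.75 ± 0.13, SE, limma, adjusted p = 0.0485), against 5 genes when adjusted over the list alone. In *AZF1* MoBY *PAU17*, *PAU24* and *PDR11* were higher and *ANB1* and *FRD1* lower over all genes, and 7 genes were called when adjusted over the list alone.

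The progressively induced genes were lower in *AZF1* MoBY than in MoBY control (median log2 change -0.18, camera, adjusted p = 0.00019), with 30 members called lower and 11 called higher over all genes and 55 called when adjusted over the list alone. With a gene at or under 3 reads set at its bound the median was -0.17. The members with an Azf1 motif (median -0.22, camera, adjusted p = 0.0015) and without it (-0.15, camera, adjusted p = 0.0047) were both lower. The difference between them was not tested, and which genes carry the motif is uncertain. The whole list was not called in MoBY control against WT (0.12, camera, adjusted p = 0.0703, 57 members over all genes, 62 adjusted over the list alone) or in *azf1Δ* (camera, adjusted p = 0.474, with 3 members over all genes and 11 adjusted over the list alone). In *azf1Δ* its median lay within 0.02 of 0 whichever library was left out, and its sign was not fixed. Members with the motif had medians of 0.01 in *azf1Δ* (camera, adjusted p = 0.802, 0 members over all genes and 15 at an unadjusted p under 0.05) and 0.12 in MoBY control against WT (camera, adjusted p = 0.129). The former ranged from 0.00 (without *azf1Δ* replicate A) to 0.05 (without WT replicate A). Members without the motif had medians of -0.01 (camera, adjusted p = 0.333) and 0.10 (camera, adjusted p = 0.129). These were -0.02 without WT replicate B and 0.05 without WT replicate A, respectively.

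Stress defense genes were higher in *AZF1* MoBY than in MoBY control (median log2 change 0.18, camera, adjusted p = 0.0047, 13 of 40 called higher and 1 lower over all genes, 16 called when adjusted over the list alone). They were also higher in MoBY control than in WT (0.21, camera, adjusted p = 0.0263), although that median was 0.08 without MoBY control replicate B. There 15 members were called higher and 7 lower over all genes, and 23 were called when adjusted over the list alone. In *azf1Δ* they were not called (0.08, camera, adjusted p = 0.630, 2 members over all genes, 9 adjusted over the list alone), and that median was 0.13 without *azf1Δ* replicate A and 0.04 without *azf1Δ* replicate B.

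Sterol and fatty acid genes were called in none of the comparisons (median log2 changes 0.05, -0.09 and 0.19, camera, adjusted p = 0.630, 0.170 and 0.0696 for *azf1Δ* against WT, *AZF1* MoBY against MoBY control and MoBY control against WT). Of their 32 members 0 (5 at an unadjusted p under 0.05), 3 and 10 were called over all genes and 1, 3 and 12 when adjusted over the list alone. The 3 called over all genes in *AZF1* MoBY were all higher, although the median was negative. The 10 in MoBY control against WT were 7 higher and 3 lower. The median of -0.09 was -0.06 without MoBY control replicate A. Of the 17 hexose transporter genes 8 were analysed here and 5 or 6 tested. In the same order their camera adjusted p were 0.0886, 0.509 and 0.0696, with 1, 3 and 5 members called over all genes and 2, 3 and 6 when adjusted over the list alone. Their median between MoBY control and WT was 1.15, or 1.81 with a gene at or under 3 reads set at its bound. Their median was 0.04 in *azf1Δ*, ranging from -0.04 (without WT replicate B) to 0.12 (without WT replicate A), and 0.10 in *AZF1* MoBY, ranging from 0.00 (without *AZF1* MoBY replicate B) to 0.20 (without *AZF1* MoBY replicate A). The latter median hides opposite changes, as 3 members were higher and 3 lower, with 2 called higher and 1 lower. *HXT4* rose there by 0.89 on the log2 scale (limma, adjusted p = 0.0046). *HXT3* stood at 522.9 ± 15.4 RPKM in MoBY control and 1454 ± 78.4 RPKM in *AZF1* MoBY (SD, n = 2). Reads of both may be split among relatives.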

Values the study reported

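The study reported 441 genes differentially expressed between *azf1Δ* cells and their parent at an FDR below 0.05, and 1,525 genes between cells with the *AZF1* plasmid and cells with the empty vector. Of the latter effects, 411 genes also paralleled differences between Y128 and Y22-3. It described 128 transcripts induced progressively across its strains, 68 of them with an upstream Azf1 motif.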

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

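The voom weights from implied reads, the deposited log2 values without a pseudocount and leaving out the ORFs without a RefSeq entry were chosen after seeing the data. The alternatives written for read counts were not run, because the table holds log2 RPKM.

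The number of genes changed in *azf1Δ* depended most on the processing. It went from 103 to 4 at a threshold of 0.01, to 61 after median-ratio rescaling (from 54.4% higher to 41% higher), to 5 without the variance trend, to 5 without the filter and to 324 with voom weights (211 of them higher), of which 70 were among the 103. The cause was not tested. With at least 5 RPKM in every library, a minimum of 1.5-fold, all 8 libraries, the pseudocount of 0.1, the deposited log2 values and without the ORFs lacking a RefSeq entry the count stayed within 1.5 times of 103. The balance of 56 higher and 47 lower did not hold in 3 of these: it was 47 and 66 with all 8 libraries, 72 and 41 with at least 5 RPKM, and 75 and 24 without the ORFs lacking a RefSeq entry, with 78, 79 and 72 calls shared with the 103. For *AZF1* MoBY against MoBY control 988 genes became 323 at a threshold of 0.01 (246 higher and 77 lower) and 599 without the trend (434 higher and 165 lower), and 616 higher and 372 lower became 624 and 590 with voom weights. For MoBY control against WT 1422 became 688 at 0.01 (458 higher and 230 lower), and 788 higher and 634 lower became 792 and 810 with voom weights, where the majority was lower. For the difference between the *AZF1* effects 897 became 300 at 0.01. There 482 of 897 were more positive, against 538 of 880 after rescaling and 387 of 827 with at least 5 RPKM. The stricter threshold alone explains its lower counts, and the other causes were not tested. Median-ratio rescaling moved the median gene by less than 0.04 in each pairwise comparison.

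Genes called in both *AZF1* comparisons went from 25 to 2 at a threshold of 0.01, 14 with a minimum of 1.5-fold, 15 after rescaling, 3 without the trend, 3 without the filter, 43 with all 8 libraries and 145 with voom weights, where 74 moved in opposite directions and 71 in the same direction. The excess of opposite changes therefore did not hold with voom weights, and the cause was not tested. The difference between the *AZF1* effects on *AZF1* itself ranged from 5.88 to 6.05 when a library was left out.

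All 10 lists called by camera lost their call with an estimated correlation. The adjusted p was then 0.186 for respiration genes in *azf1Δ* and between MoBY control and WT, 0.260 for stress defense and ribosomal protein genes in *AZF1* MoBY and between MoBY control and WT and for the progressively induced genes, with and without the motif and together, in *AZF1* MoBY, and 0.432 for hypoxic genes between MoBY control and WT. With fry, further lists were called. These were hexose transporter genes in *AZF1* MoBY (0.0467) and between MoBY control and WT (0.0050), and between MoBY control and WT also sterol and fatty acid genes (0.0262) and the progressively induced genes with the motif (0.0031), without it (0.0051) and together (0.0021). The causes were not tested. After rescaling, the medians in *azf1Δ* were -0.03 for progressively induced genes with the motif (adjusted p = 0.619) and -0.04 for ribosomal protein genes (0.0343). Both had been near 0 and rescaling moved the median gene by -0.03, so the change of sign follows from the shift. The ribosomal protein list also newly passed the threshold, as its camera adjusted p had been 0.0886. Camera compares a list with the other genes, which a common shift moves too, so the shift alone does not explain that call. Its cause was not tested.

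Duplicates were collected on different days, but the letters A and B did not pair the samples. The differences between A and B correlated from -0.11 to 0.03 across genes between groups, with 0 of 6 pairs of groups over 0.1. With the letters as a block in the fit, 0 genes were called in *azf1Δ* (803 at an unadjusted p under 0.05), 674 in *AZF1* MoBY, 1497 between MoBY control and WT, 819 for the difference and 0 in both *AZF1* comparisons. *AZF1* in *azf1Δ* stayed at -3.63 with an adjusted p of 0.158. The block takes a degree of freedom from a fit of 4 libraries.

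Among the other results, the block aside, each result was counted once per alternative. In 28 such cases it was no longer past the threshold, in 10 it newly passed it, and in 22 it moved by more than the replicate spread when a library was left out. At 6170000 to 7120000 reads per library, genes at 3 reads or fewer give bounds only. On simulated data with 2 libraries per group the test found 58% of 2-fold changes, so some changed genes are missed. The noise there was independent between genes. An unchanged group was also simulated 100 times with noise shared across genes as between replicates. A single comparison then gave up to 2657 calls for *AZF1* MoBY and 2610 for *azf1Δ*, against at most 2 with independent noise. The share of wrong calls among the genes called is therefore not known.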

Other observations

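The tests of gene length and GC content were chosen before their results were seen. All other tests in this part were chosen only after the result was seen, as was *LEU2*.

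The number of genes changed in *azf1Δ* was 103. This is lower than the value quoted from the study above. The number of genes changed in *AZF1* MoBY was 988. This is lower than the value quoted from the study above. The study ran edgeR on read counts, while limma on log2(RPKM + 1) was used here, so the numbers come from unlike tests. With voom weights from implied reads the numbers were 324 in *azf1Δ* and 1214 in *AZF1* MoBY. How much of the gap the method explains was not tested.

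Falls in *azf1Δ* were concentrated at ORFs without a RefSeq entry. Neighbors of these ORFs were taken from the numbers and strand letters in the systematic names. Of the ORFs next to a gene on the opposite strand by that rule, 18 had a neighbor with a log2 RPKM above 8. Overlap with the neighbor was not tested. Loss of Azf1 is argued against as the cause at these ORFs, because their median log2 difference between MoBY control, which has *AZF1*, and WT was -1.65, with 15 of 18 lower, against -1.83 in *azf1Δ* and -2.22 in *AZF1* MoBY. At these 18 ORFs both WT libraries had a higher median ratio of ORF to opposite-strand neighbor than any of the other 6 libraries, by at least 0.77 on the log2 scale, but only 10 of the 31 falls are among these ORFs. At the other 251 ORFs with an opposite-strand neighbor, which hold 9 of the falls, the same gap was -0.35, and both *azf1Δ* libraries were lowest of the 8, at -4.59 and -4.50 against -4.17 to -3.55. Over the class as a whole this order is not what a cause in the WT libraries would give, and it was not explained. Most of these 251 ORFs did not fall, so their median does not show the cause at the 9 falls, which were not examined apart. The remaining 12 falls were given no neighbor by the rule on names, which leaves out ORFs with a suffix such as *YLR120W-A*. They may still have neighbors in the genome, which were not examined. Over all 31 falls the median log2 change against WT was -1.60 in MoBY control and -2.01 in *azf1Δ*. MoBY control has *AZF1*, so this argues against loss of Azf1 as the whole cause over the 31 as a set. Both medians rest on the WT libraries used to call the falls, and MoBY control also differs in plasmid and G418. Across 269 ORFs with a neighbor on the opposite strand the WT excess rose with the abundance of the neighbor (Spearman's rho 0.38 across genes, permutation test with 100000 draws, p = 1e-05, the smallest they can give). Within the 251 ORFs alone rho was 0.31, and within the 18 it was 0.44. For the falls beside abundant genes alone, a candidate explanation is that the WT libraries hold more reads on the strand opposite to abundant transcripts, as less strand-specific libraries would.

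Changes in *AZF1* MoBY followed those in MoBY control. Chance from the shared control libraries is argued against by the correlation of 0.49, above all simulated values. Gene length and GC content as the whole cause are argued against, because the correlation over the 91.1% of genes with a length was 0.539 before, 0.545 after removing the trend with length and 0.537 after removing that with GC content. A stronger response to G418 in the *AZF1* MoBY cultures may contribute. The median log2 change of 23 heat shock and protein folding genes was 0.93, with 23 higher and 19 called, against 2.43 and 22 called between MoBY control and WT. Both MoBY groups were grown with G418 and no *AZF1* MoBY culture without it was analysed here, so this cannot be told apart from an effect of Azf1 itself that needs no G418.

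The rises in *AZF1* MoBY were compared at 23 genes that were nearly silent in WT and at least 8-fold higher in MoBY control. They had similar sizes, with a median of 1.17 and an SD of 0.28 on the log2 scale. Genes that were low in WT but did not rise in MoBY control were left out, such as *ANS1*, with a log2 change of 4.39. MoBY control stood at a median of 40.8% of the way from WT to *AZF1* MoBY at these genes. *AZF1* MoBY material in the MoBY control libraries is argued against, because *AZF1* in MoBY control was only 2.27% of that way. WT library material is argued against too, because the 18 ORFs next to abundant opposite-strand genes kept 28.9% of their WT level in MoBY control where 59.2% would be needed. WT cells or RNA mixed in earlier need not carry that signal and were not tested. A larger share of responding cells in the *AZF1* MoBY cultures could give a common size. The SD of the rises was 1.28 times the replicate error, and the genes were chosen for the pattern, so this cannot be told apart from a graded response.

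*CEX1* rose with *AZF1* in *AZF1* MoBY. Activation by Azf1 at its native level is argued against, because *CEX1* changed by 0.39 in *azf1Δ*, not downward. The plasmid insert may carry part of *CEX1*, as MoBY inserts include flanking sequence. The highest log2 change among the other 7 neighbors was -0.0334, which is what an insert ending within *CEX1* would give, although *YOR114W* was at 0.08 without *AZF1* MoBY replicate B. Activation by Azf1 at the raised level was not tested.

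*LEU2* stood at 94 ± 2.30 RPKM in WT, 96.2 ± 8.0 in *azf1Δ*, 1284 ± 94.3 in MoBY control and 770.7 ± 7.55 in *AZF1* MoBY (SD, n = 2). Induced leucine synthesis is argued against, because the highest log2 change among *LEU1*, *LEU4* and *LEU9* between MoBY control and WT was 0.20, against 3.76 for *LEU2*. The plasmid may carry *LEU2*, as the highest change among the tested genes beside it was 0.25. Fewer plasmid copies in the *AZF1* MoBY cells could lower *LEU2* (-0.73) and *kanR* (-1.02) together. Their changes differed by 0.29 with an SE of 0.18, and copy number was not measured, so this cannot be told apart from lower expression of both genes.

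Changes in *azf1Δ* correlated with those in MoBY control against WT at 0.30 across genes, with 42 of 59 shared calls in the same direction and the same sign for 58.4% of genes. Both comparisons use the WT libraries. Simulated unchanged *azf1Δ* groups with independent noise gave correlations of 0.10 to 0.17, at most 2 shared calls and the same sign for 54.3% to 57.6% of genes, all under the values seen. With noise shared across genes they gave -0.29 to 0.46, a median of 0 and at most 1242 shared calls, and 39.5% to 68.5%, so chance from the shared WT libraries cannot be told apart from a common change. Where the number of replicates is 2, the shared noise itself is poorly known.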
